A study of Mus musculus with 2 samples. Its data were reported in "ATF3 coordinates the survival and proliferation of cardiac macrophages and protects against ischemia–reperfusion injury" (2024).

How the data were processed

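Gene expression was measured on 2 Affymetrix arrays, 1 for each macrophage population sorted from the hearts of 10-week-old male C57BL/6 mice after ischemia–reperfusion (IR), the temporary closure of a coronary artery followed by the return of blood flow. Heart cells inside a CD45+CD11b+ gate, which takes myeloid cells and other leukocytes that carry CD11b, were separated into MHCII+ macrophages and MerTK− macrophages. Per the study's methods, RNA was extracted with TRIzol, purified on columns, amplified, labelled and hybridized to the mouse Clariom S array. The series description names an older mouse array, but the probe set names and the platform table used here are those of Clariom S. Cells of several hearts were pooled for each sample. Trem2+ and Lyve1+ macrophages, which the labels also name as sorted populations, were not analysed here. The time between IR and sorting for these arrays is not given in the sources used here.

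The deposited values are on a log2 scale. Per the study's methods the authors normalized the scanner data by the Robust Multiarray Average (RMA), which subtracts background, equalizes the distributions of the arrays and summarizes the probes of a probe set, with default settings and global scaling. The submitters' processing notes name Affymetrix Expression Console, with no version. The deposited log2 values ran from 1.01 to 19.8 on the MHCII+ array and from 0.89 to 19.4 on the MerTK− array. The 337 and 331 probe sets above 16, the log2 of the largest value a 16-bit scanner can record, show that values were moved after the scan. The stated global scaling, which leaves folds as they are, and a stretch of the scale, which would enlarge them, were not told apart, so folds are given on the deposited scale. On the MerTK− array 6 probe sets shared the highest value, so that this level is a ceiling. The medians over all probe sets were 4.61 and 4.71, and the sorted values of the arrays differed by at most 0.34. No scaling was added for the main results.

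Of 28846 probe sets, 22206 stand for transcripts, and the others are controls. The platform's annotation gives 1 gene symbol to 19572 transcript probe sets and several to none. The remaining 2634 are unnamed here, which leaves well-known genes such as Cd74 without a value. All 19572 named probe sets carried an Entrez ID. Current symbols were taken by this ID from the NCBI gene table of assembly GRCm38.p6, which was used for symbols only. An ID missing there kept the platform's symbol. No genome build comes with the deposited values, so no coordinates are given. For the 55 genes with several probe sets, the one with the highest mean over the arrays was taken, which gave 19505 genes. Probe sets of near-identical gene copies, such as the Klra, Bcl2a1, Ly6c and H2 families, may take up RNA of more than 1 copy.

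A floor was set for each array at the 95th percentile of 1455 probe sets of olfactory, vomeronasal and taste receptor genes, which macrophages are not known to use. It was 4.25 for MHCII+ and 4.68 for MerTK−. A gene was above the floor where its higher value exceeded the floor of that array, which held for 10470 genes (53.7%). Where the lower value lay at or below its own floor, the fold was taken against that floor and is given as "at least". Of 5222 negative-control probe sets, 3112 lay above the floor on the MHCII+ array and 2766 on the MerTK− array. Their own 95th percentiles were 9.03 and 9.66, so a value above the floor used here does not prove expression.

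With 1 array per population there is no spread between replicates, and no p-value or SD between replicates is given. The difference is the log2 value in MHCII+ macrophages minus that in MerTK− macrophages. Genes above the floor were counted where their deposited values were at least 2-fold apart, the fold threshold of the study's methods. Where fewer are 2-fold apart once a lower value under the floor is set to it, that number is given beside the count. For each of 40 gene lists, the median difference over members above the floor was set against 10000 random lists of the same size, drawn from all genes above the floor and matched on mean expression in 20 bins, as a percentile. This describes the 2 arrays, and genes of a list are not independent of each other. Lists with fewer than 3 members above the floor have no percentile. Single genes were set against the 500 genes nearest in mean expression. The lists, the floor, the counts of deposited values and the alternatives, other than those named below as added, were fixed before the data were examined.

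Genes were named by a fixed rule. It takes every measured member of the MHC class II list and of a list of 26 genes the study names. That list does not hold every gene the study mentions. The rule also takes the 10 largest and 10 smallest differences above the floor, leaving out predicted genes. From every list it takes up to 2 members in each direction among those at least 2-fold apart. The text leaves out some of the 109 genes this gives. Outside the rule, Bcl2a1a, Bcl2a1d, Itga2b, Gp9, S100a8, Klrk1, Flt3, Zbtb46, Xcr1, Clec9a and the Y-linked genes are named, chosen after their values were seen. The list step was tested on simulated data with 10470 genes, each drawn independently from a single normal distribution. This test does not show how the step behaves for genes that vary together or for shorter lists. Of 200 lists of 25 genes with no shift, 4.0% fell outside the middle 95% of random lists, and of 100 lists each shifted by 0.25, 0.5 and 1.0 on the log2 scale, 28, 73 and 100 lay above it.

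Alternatives were median centring, quantile normalization, centring on housekeeping genes, no floor, the array median as the floor, the mean over the probe sets of a gene, 16 added to the linear values, thresholds of 1.5-fold and 4-fold, unmatched random lists, and lists without shared or extreme members. Centring on the 4 hybridization controls, a floor from the negative-control probe sets, and raising values under the floor to it were added after seeing the data. For alternatives 2000 random lists were drawn. Analyses ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.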

Results

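Macrophages of the mouse heart after IR were compared as 2 sorted populations, MHCII+ macrophages, which the study counts among the MerTK+ resident populations, and MerTK− macrophages, the population it sets against them. MerTK is a receptor through which macrophages recognize dying cells, and MHC class II (MHCII) presents antigen to T cells. The comparison asks which functions distinguish a population that the study counts as MerTK+ from MerTK− cells in the injured heart. The study's methods do not state that the MHCII+ population was also gated on MerTK. Each population had 1 array, so that no difference could be set against a spread between replicates, and the number of arrays limits the precision of every value. Of 19505 genes, 10470 were above the floor, and their values on the arrays are log2 RMA intensities as deposited.

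Of the genes above the floor, 1406 were at least 2-fold higher in MHCII+ macrophages and 720 at least 2-fold higher in MerTK− macrophages, and the other 8344 (79.7%) were less than 2-fold apart. MHCII+ macrophages thus held 66.1% of the 2-fold genes, a share that depended on the scaling. The median difference of genes above the floor was 0.15 rather than 0, and centring on it gave 1042 and 999 genes (51.1% higher in MHCII+). Centring on housekeeping genes, whose median difference was 0.33, gave 715 and 1485 genes (32.5%), and centring on the hybridization controls 5750 and 70 genes (98.8%). Of the 1406 and 720 genes, 252 and 128 had their lower value at or below the floor, and 1240 and 628 were still 2-fold apart with such values set to the floor.

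Control probe sets also differed between the arrays. The 4 hybridization controls, bacterial and phage transcripts that the standard protocol adds to every array, were lower on the MHCII+ array, with differences from -1.14 to -0.75 and a median of -0.93, close in size to the 2-fold threshold. Sensory receptor genes, at the floor by definition, had a median of -0.23 and the 5222 negative-control probe sets a median of -0.24, against 0.20 for the 1324 positive controls. Of all 988 genes at least 2-fold higher in MerTK− macrophages before the floor was applied, 94 (9.51%) were sensory receptor genes, and of 1461 in the other direction 7 (0.48%), where such genes are 7.45% of all genes.

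**Figure D1:**
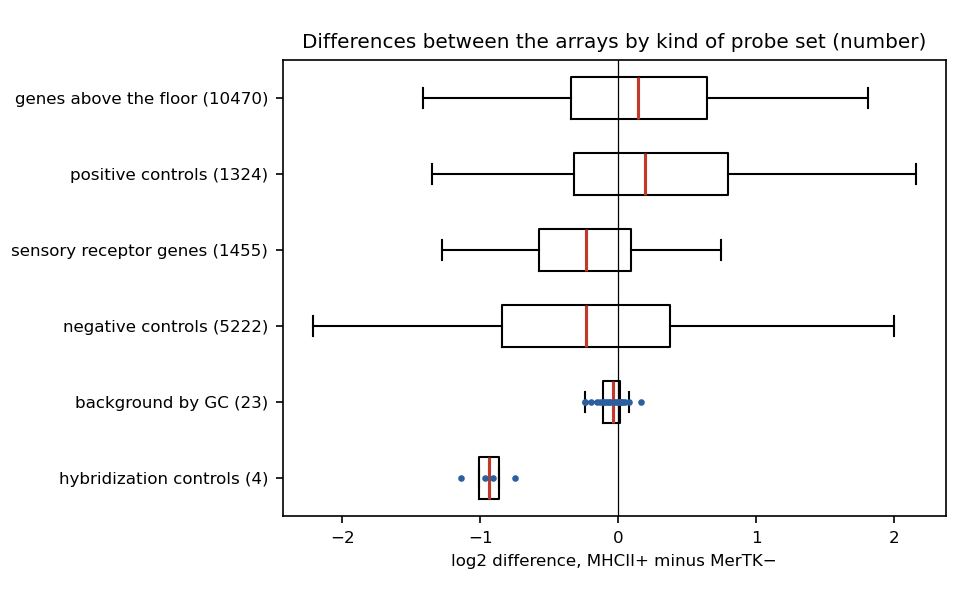
Log2 difference, MHCII+ minus MerTK−, by kind of probe set, with boxes from the lower to the upper quartile, red lines at the median, whiskers over the middle 95% and single probe sets as points for small sets. The 4 hybridization controls lie between -1.14 and -0.75, below the median of the genes above the floor, 0.15. They lie inside the middle 95% of those genes, -1.42 to 1.81.

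Genes of antigen presentation through MHC class II, the molecule of the sort, were higher in MHCII+ macrophages. As deposited, all 13 measured members of this list were higher there, 10 of them by at least 2-fold (8 against the floor), with a median difference of 2.11 that lay above all 10000 random lists. H2-Aa, the alpha chain of I-A, had values of 16.7 in MHCII+ and 8.39 in MerTK− macrophages, a 321-fold difference. H2-Eb1 was 146-fold and H2-Ab1 112-fold higher in MHCII+ macrophages. The peptide loading genes H2-DMb2 and H2-DMb1 were 41.7-fold and 13.6-fold higher, and Ciita, the transcriptional activator of the class II genes, was 10.4-fold higher. H2-DMa (4.32-fold) and the lysosomal protease gene Lgmn (2.83-fold) differed less. H2-Oa and H2-Ob were at least 1.64-fold and 1.97-fold higher, with MerTK− values below the floor. The antigen processing genes Ctss (17.0 and 16.6) and Ifi30 (18.2 and 17.4) were bright in both populations, and H2-Eb2 was near the floor in both. Since the sort selected for MHCII protein, this list checks the labels and is no independent finding.

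**Figure D2:**
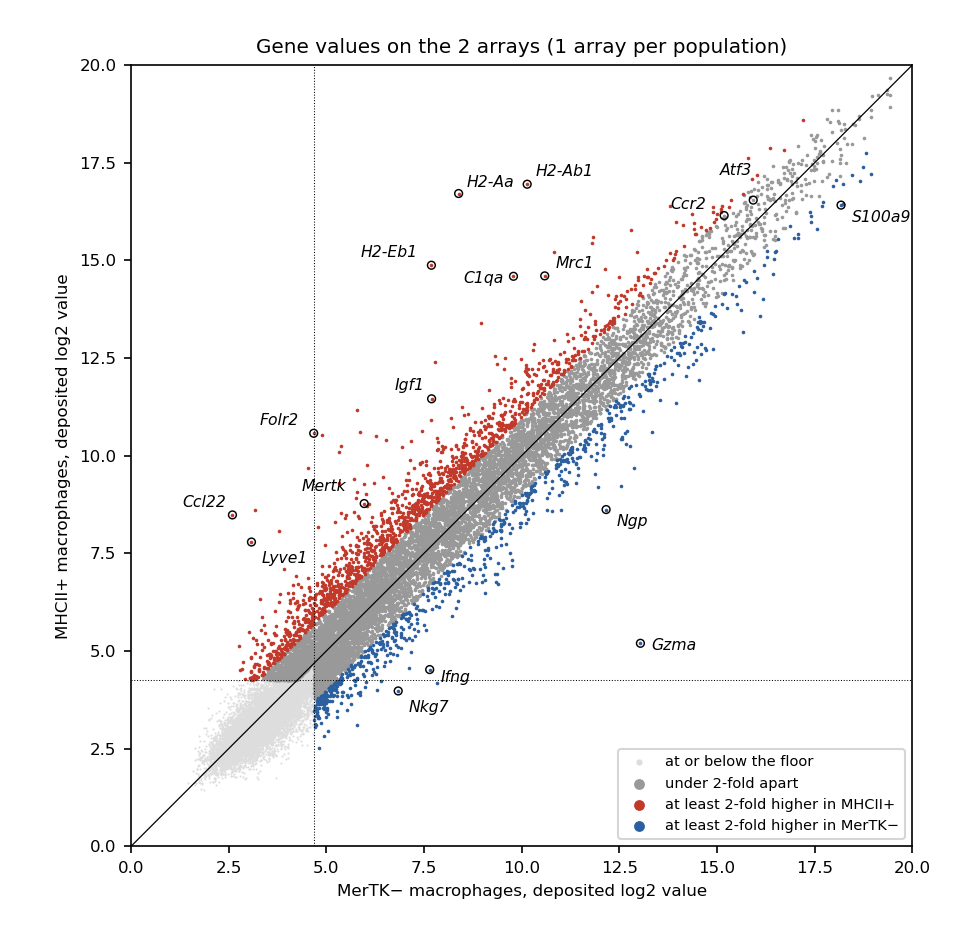
Deposited log2 values of each gene in MerTK− macrophages (x axis) and MHCII+ macrophages (y axis), 1 array each, with the diagonal of equal values and dotted lines at the floors of 4.68 and 4.25. The 1406 red genes are at least 2-fold higher in MHCII+ and the 720 blue genes at least 2-fold higher in MerTK− macrophages, with H2-Aa and Gzma farthest from the diagonal.

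Markers of resident cardiac macrophages were higher in MHCII+ macrophages. As deposited, all 29 measured markers were higher there and 22 at least 2-fold (21 against the floor), and the median difference of 2.34 (2.08 with values under the floor set to it) exceeded all random lists. Mertk itself had values of 8.77 and 5.97, a 6.99-fold difference in the direction of the sort labels. Folr2, the folate receptor of tissue macrophages, was at least 59.3-fold higher, Fcrls 49.7-fold and Lyve1, a hyaluronan receptor, at least 8.61-fold. Cd163, a haemoglobin scavenger receptor, was at least 3.50-fold higher, and Trem2, Gas6 (a MerTK ligand) and Cx3cr1 were 5.71-fold, 4.24-fold and 2.82-fold higher. Timd4 was near the floor in both populations, with values of 4.65 and 4.48. Among the largest differences outside these lists, Cd72, a lectin found on B cells and some macrophages, was 29.3-fold higher in MHCII+ macrophages.

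Markers of dendritic cells, which can carry both CD11b and MHCII, were also higher on the MHCII+ array. Of 14 markers above the floor, 8 were at least 2-fold higher and 1 (Itgae, near the floor) at least 2-fold lower as deposited, and against the floor 7 and 0, and the median difference of 1.65 (1.54 with values under the floor set to it) exceeded all random lists. Cd209a and Ccl22 were at least 15.3-fold and 13.9-fold higher, and Ccl17 was 27.3-fold higher.

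Markers of recruited monocytes were bright in both populations and leaned towards MerTK− macrophages. Of 24 markers, 6 were at least 2-fold higher in MerTK− and 1 in MHCII+ macrophages, and the median difference of -0.43 lay at percentile 0.46 of random lists, although it turned to 0.50 after centring on the hybridization controls. Gsr (glutathione reductase) and Itgal (an integrin) were 3.46-fold and 3.02-fold higher in MerTK− macrophages. Ly6c2, a marker of inflammatory monocytes, had values of 17.2 in MHCII+ and 17.9 in MerTK− macrophages. Ccr2, the chemokine receptor by which the study, together with MerTK, divides the cardiac macrophages, was high in both and 1.95-fold higher in MHCII+ macrophages (16.1 and 15.2), and Lgals3 was 2.62-fold higher there.

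Inflammatory cytokine genes leaned the same way. Of 27 members above the floor, 8 were at least 2-fold higher in MerTK− and 3 in MHCII+ macrophages, with a median of -0.36 at percentile 0.38, which turned to 0.58 after centring on the hybridization controls. Tnf was 2.67-fold, Acod1 (itaconate synthesis) 2.64-fold and Il1b 2.10-fold higher in MerTK− macrophages, whereas Il10, an anti-inflammatory cytokine, and Cd40 were 2.67-fold and 2.82-fold higher in MHCII+ macrophages. Chemokine genes were split. Of 21 above the floor, 8 were at least 2-fold higher in MHCII+ macrophages, with Ccl22 and Ccl17 at the head, and 4 in MerTK− macrophages, among them Ccl5 (2.55-fold) and the neutrophil attractant Cxcl2 (2.54-fold). The chemokine median of 0.62 lay at percentile 99.4, a position it lost with the negative-control floor. Neutrophil markers were also higher on the MerTK− array, as given below. Whether neutrophils there raised Tnf, Acod1, Il1b or Cxcl2 was not tested.

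Transcripts of other cell types differed between the arrays beside these groups. Neutrophil markers were, as deposited, higher in MerTK− macrophages for all 22 genes above the floor, by at least 2-fold for 19 (17 against the floor), with a median of -1.70 below all random lists. Ngp, a granule protein, was 11.6-fold higher, Wfdc21 6.70-fold and S100a9 3.39-fold, and S100a9 was bright in both populations (16.4 and 18.2). Natural killer cell markers had a median of -1.92 (-1.55 with values under the floor set to it), below all random lists, with 7 of 9 at least 2-fold higher in MerTK− macrophages (6 against the floor). Gzma, a granzyme of cytotoxic lymphocytes, had the largest difference towards MerTK− of all genes above the floor, with values of 5.20 and 13.04 (230-fold). Nkg7 was at least 6.04-fold and Ncr1 at least 2.92-fold higher, whereas Klrd1 was at least 4.68-fold higher in MHCII+ macrophages. Outside the list, the natural killer receptor gene Klra9 and the cytokine gene Ifng were at least 12.1-fold and 8.71-fold higher in MerTK− macrophages. T cell markers did not stand apart, with 4 of 13 above the floor and a median of 0.20 (percentile 66.8). Cardiomyocyte, fibroblast and endothelial markers were lower in MHCII+ macrophages, with medians of -0.94 (12 genes), -1.20 (7 genes) and -0.78 (13 genes), each at or below percentile 0.01. The fibroblast median was -0.57 with values under the floor set to it, and after centring on the hybridization controls the cardiomyocyte, fibroblast and endothelial medians were -0.0084, -0.26 and 0.15, and the neutrophil and natural killer medians -0.76 and -0.99. Myl2 and Tnnt2, of the sarcomere, were 4.62-fold and 4.20-fold higher in MerTK− macrophages, and Fabp4 and Dcn 3.70-fold and 3.37-fold.

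**Figure D3:**
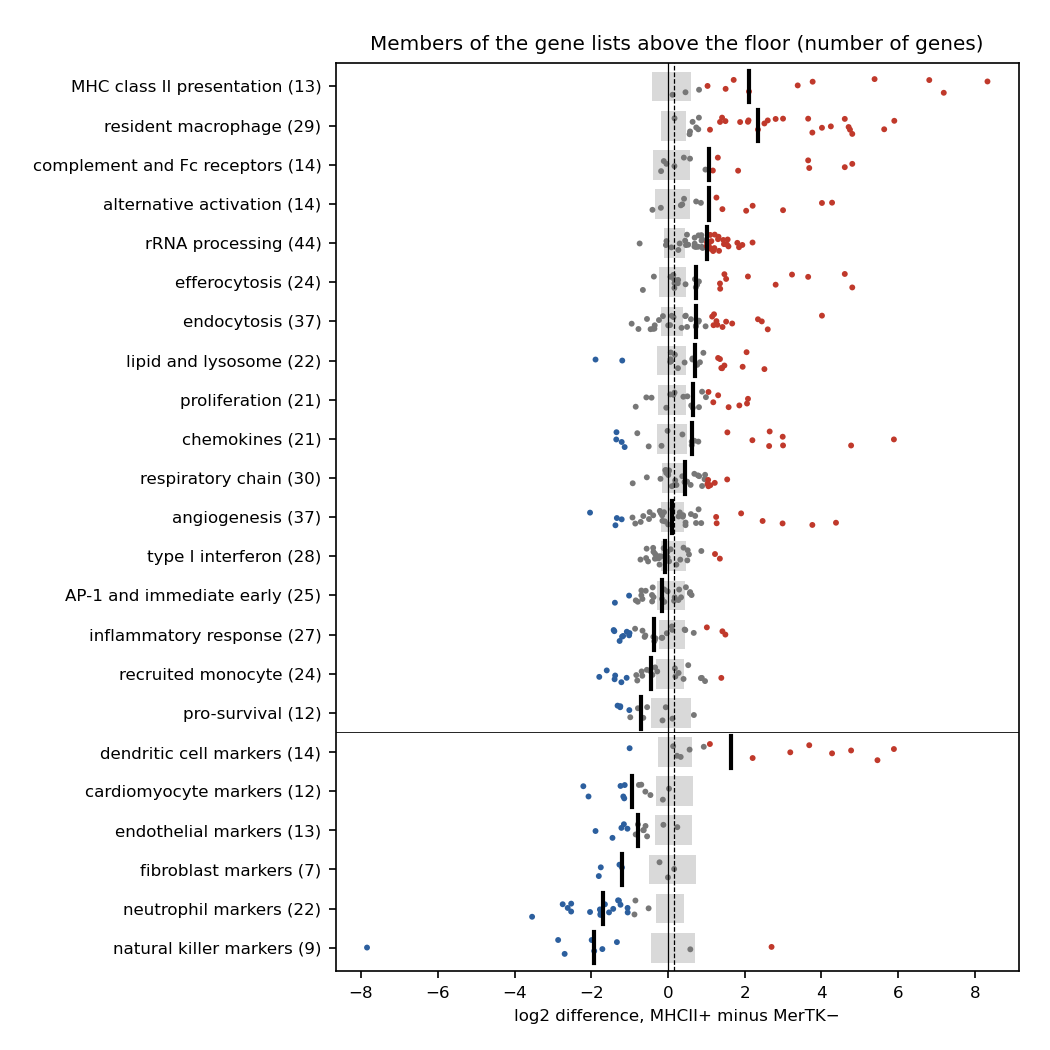
Log2 difference, MHCII+ minus MerTK−, of each list member above the floor (points, red or blue where at least 2-fold apart), with the list median (black bar) and the middle 95% of medians of matched random lists (grey). The dashed line marks the median of all genes above the floor, 0.15, and cell type markers outside the macrophage lineage stand below the horizontal line. The resident macrophage median is 2.34 and the natural killer median -1.92, and the medians for recruited monocyte, inflammatory, pro-survival and endothelial genes lie below 0 except after centring on the hybridization controls.

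Atf3, the stress-induced transcription factor at the centre of the study, and its AP-1 partners were bright on both arrays and less than 2-fold apart. Atf3 had values of 16.5 in MHCII+ and 15.9 in MerTK− macrophages, a 1.53-fold difference. It stood at percentile 76.8 of differences among 500 genes of similar expression. Fos (16.9 and 16.6) stood at percentile 64.6 and Jun (15.8 and 16.2) at percentile 26.2. By PCR the study found Atf3, Fos and Jun higher in sorted MerTK+ than in MerTK− macrophages. The PCR took MerTK+ macrophages as a whole, of which only the MHCII+ population was compared here. On these arrays Atf3 and Fos leaned that way and Jun the other way. The Fos difference of 0.34 was about the housekeeping median of 0.33. That of Jun, -0.40, was smaller in size than the -0.93 of the hybridization controls. The leanings of Fos and Jun thus depend on the scaling. Of 25 AP-1 and immediate early genes, 23 were less than 2-fold apart, and Egr1 (2.02-fold) and Klf2 (2.61-fold) were higher in MerTK− macrophages. The median of this list lay at percentile 10.1. Of the genes the study names as bound by ATF3, Ifih1, a sensor of viral RNA, had values of 10.7 and 11.1, and Apaf1, the apoptosome scaffold, 9.49 and 9.74. Both leaned towards MerTK− macrophages by less than 2-fold (percentiles 24.2 and 28.4). The study found this direction by PCR in sorted MerTK+ and MerTK− cells. The differences of -0.38 and -0.24 were smaller in size than the -0.93 of the hybridization controls, so their direction depends on the scaling. Ifnb1 was at or below the floor on both arrays. Type I interferon genes did not stand apart, with 26 of 28 less than 2-fold apart and a median at percentile 9.42. Mx1 and Ifit2 were 2.34-fold and 2.55-fold higher in MHCII+ macrophages, while Ifit1 (9.75 and 9.97) and Ifit3 (12.7 and 13.3) were less than 2-fold apart. Pro-apoptotic genes stood at percentile 51.5, with only Fadd at least 2-fold apart (2.29-fold higher in MHCII+). Anti-apoptotic genes had a median of -0.71 (percentile 0.25), which turned to 0.22 after centring on the hybridization controls. Of 12, 4 were at least 2-fold higher in MerTK− macrophages, namely Bcl2a1a, Bcl2a1b, Bcl2a1d and Xiap (2.37-fold), an inhibitor of caspases. The Bcl2a1 genes are near-identical copies whose probe sets may not separate them. Whether neutrophils, whose markers were higher on the MerTK− array, raised these genes was not tested.

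Endocytosis and angiogenesis are the functions the study named from these arrays for the MerTK+ clusters. The choice of these lists is thus not independent of the data, although their members were fixed beforehand. The study found these functions as categories enriched among genes raised in each cluster against MerTK− macrophages. A list median over members of both directions is another measure and does not test that enrichment. Of 37 endocytosis genes, 12 were at least 2-fold higher in MHCII+ macrophages and none in MerTK− macrophages, with a median of 0.73 above all random lists. Mrc1, the mannose receptor, was 16.1-fold higher and the clathrin adaptor Dab2 6.06-fold higher. Angiogenesis genes went both ways. Of 37 above the floor, 7 were at least 2-fold higher in MHCII+ and 4 in MerTK− macrophages, and the median stood at percentile 53.5. Mmp12, a matrix protease, and the growth factor Igf1 were 20.8-fold and 13.6-fold higher in MHCII+ macrophages, and Mmp9, which neutrophils also make, and Epas1 were 4.09-fold and 2.58-fold higher in MerTK− macrophages. Efferocytosis genes had a median of 0.74 (percentile 99.96), with 10 of 24 at least 2-fold higher in MHCII+ macrophages, among them the complement genes C1qa (27.9-fold) and C1qc (24.4-fold). Complement and Fc receptor genes (1.07), alternative activation genes (1.06), lipid and lysosome genes (0.70) and co-stimulatory genes (0.78) also had medians above the middle 95% of random lists. Their 2-fold members included Mgl2 (at least 10.5-fold), Lpl (4.13-fold) and Tnfsf9 (4.39-fold) in MHCII+ macrophages and Cd9 (2.29-fold) in MerTK− macrophages. Without members that other lists also hold, efferocytosis, complement, alternative activation, lipid and co-stimulatory genes lay inside the middle 95% of random lists. Endocytosis, then without Mrc1 and Dab2, lay just above it, with a median of 0.45 over 29 genes (percentile 97.875). Lipid genes lay just inside it, with a median of 0.53 over 14 genes (percentile 96.45), so this step does not separate these 2 lists. The other lists kept from 4 genes (alternative activation) to 10 (efferocytosis).

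Genes of ribosomal RNA processing were mostly higher in MHCII+ macrophages. Of 44 genes, 41 were higher there and 23 at least 2-fold, with none at least 2-fold higher in MerTK− macrophages. The median of 1.01 exceeded all random lists, and it was 0.68 after centring on housekeeping genes. Pes1, of pre-ribosome assembly, was 4.6-fold higher and Dkc1, the pseudouridine synthase, at least 3.6-fold higher. Proliferation genes had a median of 0.65 (0.50 with values under the floor set to it) at percentile 99.8. Of 21 above the floor, 7 were at least 2-fold higher in MHCII+ macrophages, led by the replication genes Rrm1 (4.24-fold) and Mcm3 (at least 3.80-fold), and Mki67 was 1.85-fold higher. Heat shock genes, which the release of cells from tissue also induces, had a median of 0.82 (percentile 99.0), with Hspd1 3.36-fold and Hsph1 2.19-fold higher in MHCII+ macrophages. The lists of respiratory chain (percentile 95.9), iron and heme (91.3), ribosomal protein (90.0), DNA repair (66.3), MHC class I (52.5) and hypoxia and glycolysis genes (39.1) did not stand apart from random lists. Slc40a1, the iron exporter, was 4.78-fold higher in MerTK− macrophages, and Blvrb, of heme breakdown, 3.48-fold higher in MHCII+ macrophages.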

Values the study reported

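The study's single-cell data put MerTK+ cardiac macrophages at 81.7% of macrophages and monocytes in sham-operated hearts and 41.3% after IR. CCR2+ macrophages were at 18.3% and 58.7%. For the arrays it counted a gene as differentially expressed from a fold-change of 2 upwards.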

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

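All tests of an explanation in this part were chosen after the values had been seen, on marker lists fixed beforehand. The signals outside the main comparison came from unnamed and control probe sets. Of the unnamed transcript probe sets, 116 were above the floor and at least 2-fold higher in MHCII+ macrophages, and 144 at least 2-fold higher in MerTK− macrophages. The 4 hybridization controls had a median difference of -0.93, and the negative-control probe sets one of -0.24.

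Natural killer and neutrophil genes were higher on the MerTK− array, where the gate, as described in the labels, took CD45+CD11b+ cells and names no marker that removes either cell type. Whether natural killer cells or neutrophils inside the MerTK− sort are a source stays open: the list medians of -1.92 (7 of 9 markers at least 2-fold higher there) and -1.70 (19 of 22) are the pattern itself and do not test it. Gzma had values of 5.20 and 13.04 on the MHCII+ and MerTK− arrays and S100a8 of 17.21 and 18.96, whereas Klrd1 and Klrk1 went the other way. A lower macrophage share that raises the markers of every other cell type alike was tested on endothelial and neutrophil markers only. Over markers with both values at least 2 above their floors, the endothelial median was 0.84 above the neutrophil median. The bootstrap interval over genes was 0.40 to 1.32, and 0.43 to 1.36 without genes that macrophages also express. These lists did not rise alike, but cardiomyocyte markers that far above the floors ranged from -2.21 (Myl2) to 0.026. The interval holds no spread between arrays, so a lower macrophage share stays open. Whether monocytes that carry neutrophil genes, such as the S100a9+ cluster the study describes, contributed stays open: recruited monocyte markers had a median of -0.43, but 24 of 24 were at least 2 above the floor on the MHCII+ array too, so a change within a subset need not move them, and cytotoxic genes made by MerTK− macrophages themselves were not tested.

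Dendritic cell genes were higher on the MHCII+ array, with a list median of 1.65. Dendritic cells that carry CD11b and MHCII would pass the gate, but of the lineage genes Flt3, Zbtb46, Xcr1 and Clec9a, 0 of 4 were above the floor, and genes near the floor exclude nothing. As deposited, their values on the MHCII+ and MerTK− arrays were 3.83 and 2.41 for Flt3, 4.02 and 2.12 for Clec9a, 3.21 and 2.88 for Zbtb46, and 3.52 and 3.57 for Xcr1. Expression by the MHCII+ macrophages was not tested. These sources cannot be told apart, because an array of a sorted population does not assign RNA to cells.

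Dim genes were slightly higher on the MerTK− array. Genes with mean log2 values up to 3, from 3 to 4 and from 4 to 5 had medians of -0.093, -0.13 and -0.090. The sensory receptor genes had a median of -0.23. Whether signal from outside mature transcripts, such as genomic DNA or unspliced RNA, contributes stays open. The negative-control probe sets had a median of -0.24 and the positive controls one of 0.20. The positive controls are brighter (array medians of 9.02 and 8.69), and genes with means from 8 to 10 had a median of 0.21. This contrast therefore cannot decide. Unspecific hybridization also stays open. The 23 background probe sets had a median of -0.040, short of the receptor genes. The 8 of GC classes 7 to 14 were all below 0, with a median of -0.14. The 63 probe sets for ERCC control transcripts, also dim (medians of 3.43 and 3.37), had a median difference of 0.088. No biological explanation was tested.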

How the results depend on the processing

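Centring on the hybridization controls, the negative-control floor and raising values under the floor were added after seeing the data. A list median was taken to have moved where it left the 95% bootstrap interval over its members, and a gene where it moved by more than 0.51, the SD of the sensory receptor differences. Of 1039 values of named genes under alternatives, 139 moved and 1 was reversed. Only genes at least 2-fold apart as deposited could count as reversed, so sign turns of smaller differences are not in this number. Counts depended most on scaling and threshold. For MHCII+ and MerTK− macrophages they were 715 and 1485 after centring on housekeeping genes, 5750 and 70 on the hybridization controls, 602 and 311 with the negative-control floor, 2887 and 1755 at 1.5-fold, and 171 and 61 at 4-fold. Hybridization-control centring put 98.8% of 2-fold genes in MHCII+ macrophages. Under the other alternatives the counts stayed within 1.5 times. Of 286 medians of the 24 main lists under alternatives, 258 stayed within their interval. Centring adds a constant to every gene, which is the cause of the moves it made. On housekeeping genes the medians were -0.22 for angiogenesis, -0.031 for DNA repair, -0.33 for hypoxia and glycolysis, 0.16 for iron and heme, 0.10 for the respiratory chain, -0.054 for ribosomal proteins, 0.68 for rRNA processing and -0.42 for type I interferon. On the hybridization controls they were 1.04 for angiogenesis, 0.78 for AP-1, 1.71 for co-stimulation, 1.25 for DNA repair, 1.68 for efferocytosis, 1.66 for endocytosis, 0.93 for hypoxia and glycolysis, 1.42 for iron and heme, 1.63 for lipid and lysosome, 1.01 for MHC class I, 1.37 for the respiratory chain, 1.05 for pro-apoptotic genes, 1.58 for proliferation, 1.21 for ribosomal proteins, 1.95 for rRNA processing and 0.85 for type I interferon. The same centring reversed the medians for inflammatory genes (0.58), pro-survival genes (0.22), recruited monocytes (0.50) and endothelial markers (0.15), while each stayed below the middle 95% of random lists, and moved those for cardiomyocyte (-0.0084) and neutrophil (-0.76) markers. Efferocytosis without shared members had a median of 0.21 over 10 genes. The platelet median reversed with no floor (-0.14) and without Ppbp (-0.46), since it rests on 2 genes, and Ms4a1 reversed (-0.17) once values under the floor were raised to it, since the MerTK− floor lies above its MHCII+ value. Unmatched random lists moved no main list into or out of the middle 95%. The negative-control floor took chemokine and co-stimulatory genes into it and the respiratory chain out of it, and no floor took co-stimulatory genes into it, for which the cause was not tested. Leaving out cross-hybridizing probe sets was not run, because no gene probe set carries such a mark, and leaving out a replicate was not possible. No paired analysis was possible because each population has 1 array. Below the floor, where 9035 genes lie, signal over background limits what can be compared.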

Other observations

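Some genes with large differences towards MerTK− macrophages belong to none of the lists. Pglyrp1, a peptidoglycan recognition protein of neutrophil granules, was 10.0-fold higher, Grina, a glutamate receptor-associated membrane protein, 9.15-fold, and Mapkapk2, a kinase downstream of p38, 6.72-fold. Towards MHCII+ macrophages, the chemokine genes Ppbp (at least 32.0-fold) and Pf4 (21.8-fold) set the median of the platelet list at 1.99, while the other platelet genes above the floor, Itga2b (5.91 and 6.64) and Gp9 (4.57 and 5.04), went the other way.

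B cell markers were dim. Of 5 above the floor, 4 were at least 2-fold higher in MHCII+ macrophages as deposited and 0 against the floor, with a median of 1.5 that came to 0.14 with values under the floor set to it. Cd79b was at least 1.8-fold higher. Mast cell and eosinophil markers (3 above the floor, median 0.09) and erythroid markers (1 above the floor, -0.57) were mostly at or below the floor, and the T cell median was 0.12 with values under the floor set to it. The 24 genes above the floor on the list of genes the study names had a median of 0.48 at percentile 97.4. The 2 genes bound by ATF3 that were above the floor had one of -0.31. Housekeeping genes had a median of 0.33 at percentile 83.4. The Y-linked genes Eif2s3y, Kdm5d and Uty were above the floor on both arrays, as the male label requires.

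Ccr2 and Ly6c2, by which the study defines the MerTK− population and names 1 of its clusters, were bright in MHCII+ macrophages (16.1 and 17.2), and Ccr2 was brighter there than on the MerTK− array (15.2). Slc40a1 went against most iron and heme genes, of which 10 of 12 were higher in MHCII+ macrophages.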
